# The IgCAM CAR Regulates Gap Junction-Mediated Coupling on Embryonic Cardiomyocytes and Affects Their Beating Frequency

**DOI:** 10.3390/life13010014

**Published:** 2022-12-21

**Authors:** Claudia Matthaeus, René Jüttner, Michael Gotthardt, Fritz G. Rathjen

**Keywords:** IgCAM, CAR, cardiomyocyte, cell–cell coupling, gap junction, beating frequency, embryonic heart

## Abstract

The IgCAM coxsackie–adenovirus receptor (CAR) is essential for embryonic heart development and electrical conduction in the mature heart. However, it is not well-understood how CAR exerts these effects at the cellular level. To address this question, we analyzed the spontaneous beating of cultured embryonic hearts and cardiomyocytes from wild type and CAR knockout (KO) embryos. Surprisingly, in the absence of the CAR, cultured cardiomyocytes showed increased frequencies of beating and calcium cycling. Increased beatings of heart organ cultures were also induced by the application of reagents that bind to the extracellular region of the CAR, such as the adenovirus fiber knob. However, the calcium cycling machinery, including calcium extrusion via SERCA2 and NCX, was not disrupted in CAR KO cells. In contrast, CAR KO cardiomyocytes displayed size increases but decreased in the total numbers of membrane-localized Cx43 clusters. This was accompanied by improved cell–cell coupling between CAR KO cells, as demonstrated by increased intercellular dye diffusion. Our data indicate that the CAR may modulate the localization and oligomerization of Cx43 at the plasma membrane, which could in turn influence electrical propagation between cardiomyocytes via gap junctions.

## 1. Introduction

The coxsackie–adenovirus receptor (CAR) is a 46 kDa cell adhesion protein of the Ig superfamily. It is composed of the membrane-distal V-type domain (D1) and the membrane-proximal C2-type domain (D2), which are connected by a short junction. The CAR shares sequence homology with the IgCAM CLMP (CAR-like membrane protein, also called ACAM, adipocyte adhesion molecule), ESAM (endothelial cell-selective adhesion molecule), and BT-IgSF (brain–testis IgSF, also called IgSF11 or VSIG-3) [1]. During embryonic development, the CAR is expressed in various organs, such as the brain, retina, liver, heart, pancreas, and lung, and is often found at cell–cell contact sites, including tight junctions [2,3,4,5,6,7,8]. Shortly after birth, the CAR expression significantly decreases in the nervous system and heart [2,5,9,10,11]. In the mature heart, the CAR specifically localizes to intercalated discs in close association with connexin 43 (Cx43), connexin 45 (Cx45), and zona occludens 1 (ZO-1) [12,13,14,15,16].

The absence of the CAR in mice causes malformation of the developing heart and hemorrhaging, leading to embryonic lethality around E11.5 to E13.5 [9,12,17]. Conditional inactivation of the CAR in the mature heart is associated with reduced expressions of Cx45 and Cx43, which disrupts electrical conduction between the atrium and the ventricle, and leads to atrioventricular block [13,16,18]. In addition, mice with CAR overexpression develop severe cardiomyopathy and die by 4 weeks of age [19]. Interestingly, the CAR is expressed at higher levels upon cardiac remodeling in patients suffering from dilated cardiomyopathy [20,21], during myocarditis [22,23], and after myocardial infarction [24]. The normally weak expression of the CAR in healthy adult cardiomyocytes, in contrast with its expression in the developing and diseased heart, implicates it in the formation of a functional myocardium and remodeling after injury [25]. The function of the CAR in the developing and adult nervous system, however, is still poorly understood. It is implicated in adult neurogenesis, synaptic homeostasis, synaptic plasticity, and/or neurite growth [2,26,27].

Adhesion and binding assays, as well as crystallographic studies, indicate that CAR promotes homophilic and heterophilic binding between neighboring cells [2,10,28,29]. The CAR exhibits heterophilic binding to extracellular matrix glycoproteins and other IgCAMs, such as JAML and JAM-C [2,30,31,32]. The cytoplasmic tail of the CAR contains a class I PDZ-binding motif for which several binding partners have been identified, such as ZO-1, MUPP-1 (multi-PDZ domain protein-1), MAGI-1b (membrane-associated guanylate kinase, WW, and PDZ domain containing 1b), PICK-1 (protein interacting with C kinase 1), the synaptic scaffolding protein PSD-95 (postsynaptic density protein 95), LNX (ligand-of-numb protein-X), and LNX2 [4,6,33,34,35,36].

Previous studies of the CAR have focused on its structural aspects and the physiological outcomes when the CAR is deleted in vivo. However, there is a lack of mechanistic insight into the involvement of the CAR in regulating the murine heartbeat. To better understand the molecular and cellular functions of the CAR, we analyzed its role in the spontaneous beating of embryonic murine hearts and monolayer cardiomyocyte cultures. We show that in the absence of the CAR, the beating frequencies of embryonic cardiomyocytes are increased. This was correlated with increased calcium cycling and calcium extrusion mechanisms. Further, the increased beating frequency was accompanied by increased gap junction activity, indicated by enhanced dye spread between CAR knockout (CAR KO) cardiomyocytes and increased sizes of Cx43 clusters. Taken together, our data indicate that the CAR is involved in the regulation of Cx43 and Cx45 localizations, which in turn affects the beating of cardiomyocytes at embryonic stages.

## 2. Materials and Methods

### 2.1. Mice

The mouse line CAR (B6.Cg-Cxadr^tm1^/Fgr) was described and genotyped, as detailed elsewhere [9]. Animals were housed on a 12/12 h light/dark cycle with free access to food. The animal procedures were performed according to the guidelines from directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. All experiments were approved by the local authorities of Berlin (LaGeSO) (numbers T0313/97 and X9014/15).

### 2.2. Embryonic Cardiomyocyte and Heart Organ Cultures

Global CAR-deficient mice die between embryonic days 11.5 and 13.5 [9]. Therefore, organ culture or dissociated cardiomyocytes were prepared from 10.5/11.5 day-old embryos of wild type or CAR mutant mice of the same litter. Intact hearts were cultured in 12-well chamber slides (Ibidi no. 81201). Hearts were seeded in 50 μL of Matrigel (Corning no. 356230) diluted 1:2 with DMEM/FCS (see also [37]) and incubated for 30 min at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_. After solidification of the Matrigel, 350 μL of DMEM/FCS with or without the fiber knob (0.5 mg/mL) or the anti-CAR antibodies Rb80 (final concentration: 0.5 mg/mL of the IgG fraction) to mouse CAR or Rb54 to chick CAR were added. The IgG fractions of Rb80 or Rb54 were obtained by ProteinA (GE healthcare, Solingen, Germany) affinity chromatography. Antibodies were dialyzed against DMEM before application to cultures. Controls of the treated cultures contained vehicles and additional control cultures containing the IgG fractions of rabbit antibodies to the chick CAR (Rb54), which does not react with the mouse CAR [3]. The activity of the fiber knob Ad2 was controlled on CAR-deficient embryonic hearts.

Single cells were obtained by incubating embryonic hearts in 1 mg/mL of trypsin in 1 mM of EDTA/PBS (Invitrogen, Waltham, MA, USA) for 10 min at 37 °C followed by trituration in DMEM supplemented with 10% FCS and penicillin/streptomycin (Gibco). Dissociated cells from one embryonic heart were plated on one glass coverslip (diameter 12 mm) pre-coated with bovine fibronectin (10 μg/mL in PBS; Sigma-Aldrich, Darmstadt, Germany) in 50 μL DMEM/10% FCS/penicillin/streptomycin at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_. When cells were attached after 4 to 5 h, 450 μL of culture medium was added and cells were cultured for 4 to 5 days before being measured. Cell or heart organ beatings were counted under an inverted microscope manually at 37 °C in a humidified atmosphere with 5% CO_2_. A total of 50% of the medium was exchanged every second day.

### 2.3. Preparation of the Fiber Knob of the Adenovirus

A cDNA encoding the fiber knob of the adenovirus Ad2C428N (abbreviated Ad2 in the following) was recombinantly expressed in bacteria and purified by sequential steps of ammonium sulfate precipitation, anion exchange chromatography, and Ni-NTA-Agarose (Qiagen no. 1018244) affinity chromatography, as described previously [2,38,39,40]. Before being applied to cultures, the fiber knob was dialyzed against DMEM.

For whole-mount staining of embryonic hearts, Ad2 was directly labeled via an NHS ester by the fluorescent dye Cy2 according to the instructions of the manufacturer (GE Healthcare, no. 32000). Ad2-Cy2 was applied at a concentration of 6 μg/mL in PBS/0.1%Tx100/5% goat serum for 2 h at room temperature to paraformaldehyde-fixed E10.5 hearts followed by several washing steps. Hearts were mounted in Immu-Mount (Thermo Scientific, Waltham, MA, USA, no. 9990402) for confocal imaging.

The binding of Ad2 to the fusion proteins CAR-Fc, CLMP-Fc, BT-IgSF-Fc, or Fc-fragment was done by the ELISA method [41]. A total of 200 μL of 1 μg/mL of the fusion were immobilized on ELISA plates (Nunc) and after blocking of residual binding sites on the plates, 200 μL of Ad2 at a concentration of 125 ng/mL was applied. The binding of Ad2 was detected by an HRP-conjugated monoclonal antibody to His-tag (Qiagen, Hilden, Germany) expressed by the fiber knob. O-Phenylenediamine (Sigma-Aldrich, Darmstadt, Germany) was used as a chromogen.

### 2.4. Calcium Imaging of Cultured Cardiomyocytes

Calcium transients of cultured embryonic cardiomyocytes at DIV4-5 were measured after incubating myocytes with the calcium-sensitive fluorescence dye Fura2-AM (1 μM, Biotium, Fremont, CA, USA, Cat: 50033-1) diluted in 0.02% Pluronic acid F-127/DMSO (Invitrogen, Waltham, MA, USA, P3000MP) in culture medium. After incubation for 60 min at 37 °C, cells were washed with DMEM, and calcium imaging analysis was performed in ACSF (artificial cerebrospinal fluid) (130 mM NaCl, 4 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 10 mM Glucose, 2 mM CaCl_2_, 1 mM MgCl_2_). Recordings were obtained with Zeiss Axio Examiner A1 and TILL Photonics LA software (version 2.3.0.18, 2013) at room temperature. The ratio (R) of Fura2 fluorescence intensity (R = F_340nm_/F_380nm_) was recorded by excitation at two wavelengths (340 nm and 380 nm, emission wavelength 510 nm, 10–20 ms exposure time, 4 × 4 binning) and was recorded; the analysis was carried out with Origin software (Additive, version 7.03, 2002), IgorPro (WaveMetrics, 2014, https://www.wavemetrics.com), and Fiji (ImageJ, version v1.49 m, 2015, https://imagej.nih.gov). To analyze the rate constants for the different calcium extrusion components (SERCA2, NCX, PMCA, and mitochondria), the protocol of Voigt et al. [42] was applied and described in detail in the Supplementary Material. Blockers were diluted in DMSO and added to the ACSF buffer before recordings started. The exposure times of the excitation and cycle times depended on Fura-2-loaded cells and the aim of the experiment. For the kinetic analysis of calcium transients (frequency, amplitude, decay time constant), the exposure times of 340 nm and 380 nm excitation wavelength were reduced to 10 ms, the cycle time was 42 ms and the total experiment duration was 1 min (23 frames/s). In the analysis, in the presence of specific pharmacological blockers, the exposure times increased to 20 ms, and the cycle time increased to 150 ms to prevent photobleaching (6.6 frames/s). The total duration time of an experiment depended on the particularly applied blocker but normally varied between 5 and 30 minutes. Pharmacological blockers for SERCA2 (thapsigargin, cyclopiazonic (CPA)), RyR receptor (tetracaine), and gap junctions (carbenoxolone (CBX)) were from Sigma-Aldrich.

### 2.5. Calcium Concentration Estimation

Cytosolic calcium was calculated according to the calcium calibration protocol published by Doeller and Wittenberg [43]. Briefly, cultured E10.5 cardiomyocytes were treated first with a calcium-free solution and followed by a high calcium solution during imaging recordings. Calcium-free or calcium-high solutions contained either 15 mM EGTA (Merck) or 25 mM CaCl_2_, diluted in ACSF, and supplemented with 10 μM of ionomycin. The intracellular calcium concentration was calculated according to the protocol by [43] whereby the K*_D_* value of 225 nM for Fura2-calcium was applied.

### 2.6. Analysis of Cell–Cell Coupling by Lucifer Yellow

The culture medium of cardiomyocytes was replaced by ACSF and 1% Lucifer Yellow (Invitrogen, L12926) in 90 mM KCl, 3 mM NaCl, 5 mM EGTA, 5 mM HEPES, 5 mM Glucose, 0.5 mM CaCl_2_, and 4 mM MgCl_2_) was carefully injected into an individual cardiomyocyte by a glass pipette via the CellTram injector (Eppendorf, Hamburg, Germany). After 5 min of dye spreading to neighboring cardiomyocytes, this was visualized by Zeiss Axio Examiner A1 using a 40× objective. Images were taken using TILL Photonics LA software (version 2.3.0.18, 2013). To measure the area of dye spreading, the recorded images from the injected cardiomyocyte and the dye spreading after 5 min were analyzed by Fiji (ImageJ, version v1.49m, 2015, https://imagej.nih.gov) software.

### 2.7. Whole-Cell PATCH-Clamp Recordings of Cultured Cardiomyocytes

To analyze voltage-gated Na^+^-currents in isolated cardiomyocytes, whole-cell patch-clamp recordings were carried out between 3 to 4 days in vitro. Cardiomyocytes were visualized under phase contrast optics on an upright microscope (Axioskop, Zeiss) by using a 63×/0.95 water immersion objective. Recordings were performed using a patch-clamp amplifier (EPC-9, HEKA Elektronik). Recording pipettes were filled with an intracellular solution containing (in mM): 10 NaCl, 120 KCl, 5 EGTA, 10 HEPES, 1 MgCl_2_, 1 CaCl_2_, and pH 7.3, 270 mOsmol/kg. The pipette-to-bath resistance ranged from 3 to 4 MOhm. Series resistance compensation was applied as much as possible (50–70%). The effective series resistance was in the range of 10–20 MOhm and was tested throughout the whole experiment by using a short depolarizing pulse (10 mV, 20 ms). Recordings were accepted only if the series resistance was less than 20 MOhm. The bath solution contained (in mM): 130 NaCl, 4 KCl, 15 glucose, 10 HEPES, 1 CaCl_2_, and 1 MgCl_2_ (pH 7.3, 310 mOsmol/kg). Whole-cell input resistance (R_IN_) was estimated on the basis of passive current responses to moderate depolarizing voltage pulses of short durations (±10 mV for 20 ms). Whole-cell membrane capacitance (C_m_) was estimated by integration of the capacitive current transient and division by the respective stimulation voltage. Voltage-activated Na^+^-currents were elicited by a series of 200 ms depolarizing pulses applied from the holding potential of −90 mV, in 10 mV increments between −90 and +50 mV. Passive responses were subtracted by using a hyperpolarizing pulse of −20 mV. Signals were acquired at a rate of 10 kHz and analyzed offline using WinTida 5.0 (HEKA Electronik, Harvard Bioscience, Hollison, KY, USA).

### 2.8. Microarray Analysis of mRNAs in the Embryonic Heart

CAR +/+ and CAR −/− E10.5 embryos were dissected and the hearts were flash-frozen. RNA was isolated from 3 pooled hearts/samples (*n* = 5; total number of analyzed hearts = 15 for each genotype) by using a Qiagen Mini RNA isolation kit according to the manufacturer’s protocol, followed by Agilent Bioanalyzer quality control. The Affymetrix Mouse Gene 1.0 ST and WT PLUS KIT (Affymetrix no. 902464) and a GeneChip Hybridization Wash and Stain Kit (no. 900720) were used according to the manufacturers’ protocols. The microarray was performed in cooperation with the Microarray Facility from the Max-Delbrück-Center. Datasets can be found at the Gene Expression Omnibus (GEO) with accession number GSE138831.

### 2.9. qPCR to Quantify the Level of mRNA of Selected Genes

Isolation of total RNA was performed from freshly dissected E11 hearts according to the instructor’s protocol (RNeasy Mini Kit, Qiagen). cDNA was generated with SuperScript II Reverse Transcriptase (Invitrogen). For the analysis of the expression levels of different genes, real-time PCR was performed using SYBR Select Master Mix (Applied Biosystems, Waltham, MA, USA) as detailed by the supplier. The relative fold change of the CAR KO gene expression compared to wild type hearts was calculated by using the comparative real-time PCR method [44,45]. Actin was used as the reference gene. See supplemental information Table S2 for primers.

### 2.10. Biochemical Methods

Protein concentrations were determined using the Bradford assay (Bio-Rad no. 500-0006). Quantification of total proteins of the connexins in Western blotting was done by solubilizing individual E10.5/11.5 hearts in the SDS-PAGE sample buffer and centrifuging (10 min, 21,000× *g*). The band intensities were calculated using the software Quantity One (Bio-Rad). 

### 2.11. Immunoprecipitation

Immunoprecipitations were done by using covalently labeled IgG fractions of rabbit antibodies to mouse CARs (rb80) to agarose beads by sodium cyanoborohydride and by following the instructions of the Pierce Direct IP Kit (Thermo Scientific, no. 26148). A HeLa cell line stably expressing connexin43 [46] grown in DMEM/10%FCS/P/S supplemented with 1 μg/mL of puromycin (Sigma no. P9620) was solubilized in 1% Chaps/TBS/5% glycerol at pH 7.4 supplemented with protease blockers. Insolubilized material was removed by centrifugation (100,000× *g*, 10 min). Precipitation was done from 7 (HeLa Cx43) mg of solubilized proteins and 20 μg of immobilized anti-CAR IgG.

### 2.12. Immunocytochemistry and Immunohistochemistry

E10.5 embryos were fixed in 4% PFA/PBS for 1.5 h followed by incubation in 15% sucrose (Merck)/PBS for 2 h and overnight incubation in 30% sucrose/PBS. A total of 16 μm-thick cryostat sections were incubated in 0.1% Triton X-100/PBS/0.1% BSA/1% heat-inactivated goat serum using antibodies listed in Supplemental Table S3. Monoclonal mouse antibodies and corresponding secondary antibodies were incubated on sections using the MOM kit (Vector Laboratories, BMK-2202). Cells were counterstained with the nuclear marker DAPI (1 μg/mL) (Sigma). Immuno-stained cryostat sections or cultured cells were analyzed with the LSM 700 confocal microscope (Zeiss, using objectives 10×, 40×, 63×, and 100×), LSM Manager Software (Zeiss), and Fiji/Image J (Version v1.49m, 2015).

To quantify the connexin43 cluster and for staining, cardiomyocyte cultures were fixed in 4% paraformaldehyde in PBS for 5 min followed by solubilization using 0.1% TX-100/0.1% BSA in PBS and washing with PBS/BSA. mAb anti-sarcomeric actinin and rabbit anti-connexin43 and DAPI were applied in PBS/0.1%TX100/5% goat serum overnight. Contacting plasma membranes from two neighboring cells that contained connexin43 spots were encircled and connexin43 spots were counted in confocal images using Fiji software, setting the threshold to the RenyiEntropy routine; clusters were counted, with a size between 0.05 and 1 μm^2^ (2–40 pixels) [47]. The number of spots was related to the encircled area and the average value per cell was calculated. In total, 57 wild type and 67 knockout cardiomyocytes were analyzed from 3 embryos for each genotype, and roughly 20 spots per cell–cell contacts were counted. Then, the average sizes of connexin43 spots of each cardiomyocyte were calculated. Co-localizations of the CARs with ZO-1 or connexin43 on the plasma membrane regions of cultured cardiomyocytes were analyzed from confocal images by using Fiji/Image J. Co-localizations of the CARs with ZO-1 or connexin43 on plasma membranes of cultured cardiomyocytes were analyzed from confocal images by using Fiji/Image J. Calculation of the Pearson correlation was determined by the Colo2-derived intensity-based correlation analysis. Costes threshold regression was applied and the Pearson coefficient (P) above the threshold was used.

For whole-mount staining of the CAR, the IgG fraction of rabbit 80 was applied at a concentration of 2 μg/mL in PBS/0.1%Tx100/5% goat serum for 2 h at room temperature to paraformaldehyde-fixed E10.5 hearts followed by several washing steps and labeling with goat anti-rabbit-Cy3 and DAPI. Hearts were mounted in Immu-Mount (Thermo Scientific, no. 9990402) for confocal imaging.

### 2.13. Statistical Analysis

For statistical analysis of the data, SigmaStat software 3.5 (Systat Software, 2006) and GraphPad Prism were used. The Kolmogorov–Smirnov test was carried out to determine whether data were normally distributed. If datasets were normally distributed, t-tests or paired t-tests were applied to measure the significance between the groups of data. The heart organ cultures were analyzed by two-way ANOVA. Other data were analyzed with the Mann–Whitney–Rank-Sum test. The outlier test was performed online using GraphPad QuickCalcs https://www.graphpad.com/quickcalcs/grubbs1. The decay time constants were calculated by a script written in the software IgorPro (WaveMetrics, 2014). Data were represented as means ± SEM. If not given in the figure legends, the following *p*-values were used to indicate significant differences between two groups: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. The Absence of the CAR Resulted in Increased Spontaneous Beating Frequencies of Cultured Embryonic Cardiomyocytes

The CAR ablation has been shown to disrupt electrical conduction between cardiomyocytes in the adult heart and was correlated with reduced expressions of Cx45 and Cx43 [13,16,48]. In one of these mutant mice, an increase in the maximal heart rate to 870 in comparison to 730 beats per minute in the wild type was measured [16]. To analyze the role of the CAR in the beating of the murine heart at the cellular level, we cultured embryonic cardiomyocytes at high densities on fibronectin-coated coverslips. This culture system allowed us to examine cellular calcium cycling, as well as the electrophysiological properties of the CAR KO cardiomyocytes. Global CAR-deficient mice die between embryonic days 11.5 and 13.5 due to the malformation of the embryonic heart [9,12,17]. Therefore, we prepared cardiomyocytes from E10.5 hearts from littermates of wild type (WT) and CAR-deficient mice. Two days after plating, cardiomyocytes of both genotypes began to beat spontaneously and exhibited synchrony after three days. As indicated by anti-sarcomeric α-actinin staining, the CAR was uniformly localized to the surface of cardiomyocytes (Figure 1A). After 4–5 days in vitro (DIV), we assessed the beating frequencies of the cardiomyocytes using manual counting (Figure 1B) and calcium imaging with the ratiometric calcium indicator Fura2 (Figure 1C,D).

Surprisingly, CAR-deficient cardiomyocytes showed increased beating frequencies (96 ± 7 bpm) compared to WT cardiomyocytes (59 ± 5 bpm, Figure 1B). In line with these measurements, CAR KO cardiomyocytes exhibited significantly increased spontaneous calcium cycling, which correlated with a faster decline of individual calcium transients (Figure 1C,D). The calcium transients for CAR KO cells consistently showed significantly shorter decay time constants compared to WT calcium transients (Figure 1E). In addition, we observed significantly decreased decay time constants in mutant cardiomyocytes after caffeine application, which triggers a complete release of calcium stored in the sarcoplasmic reticulum (Figure 1F,G). Caffeine-induced transients are long-lasting in comparison to spontaneous calcium transients. 

These results suggest that the increased beating rates of cultured CAR-deficient embryonic cardiomyocytes could be linked to alterations in calcium cycling, intracellular calcium levels, calcium extrusion from the cytosol, calcium release from internal stores, or ionic currents. Alternatively, the increased frequency of calcium transients could result from impaired cell–cell communication. To distinguish between these possibilities, we examined calcium cycling, as well as the electrophysiological properties and cell–cell coupling of WT and CAR-deficient cardiomyocytes.

#### 3.1.1. Mechanisms of Calcium Cycling Were Not Impaired in CAR-Deficient Cardiomyocytes

As changes in intracellular calcium levels can influence the beating frequencies of cardiomyocytes, we next estimated the cytosolic calcium concentrations in WT and CAR-deficient cells, as detailed elsewhere [43]. Both genotypes showed calcium concentrations of 120–130 nM and 350–450 nM during diastolic and systolic phases, respectively, indicating no significant differences in intracellular calcium levels (Figure 2A). In addition, the total calcium content stored in the sarcoplasmic reticulum, which was deduced from the amplitudes of calcium transients after the application of 10 mM of caffeine, was similar in both genotypes (Figure 2B) [43]. Further, we observed no differences in the calcium leakage from the sarcoplasmic reticulum when blocking ryanodine receptors with 1 mM of tetracaine (Figure 2C).

Finally, we investigated calcium extrusion mechanisms in cardiomyocytes. Systolic calcium extrusion is mainly carried out by SERCA2 (sarcoplasmic/endoplasmic reticulum calcium ATPase) and NCX (sodium–calcium exchanger), with minor contributions from PMCA (plasma membrane calcium ATPase) and mitochondria [49]. To investigate all four calcium extrusion components, we calculated their rate constants as previously described [42] (see Supplementary Material for detailed descriptions and calculations). The rate constant (*k*) is defined as the amount of calcium per second that is removed from the cytosol and can be calculated as the reciprocal of the decay time constant (τ). In both WT and mutant embryonic cardiomyocytes, calcium was primarily extruded by SERCA2 (Figure 2D) or NCX when SERCA2 was inhibited by caffeine (Figure 2E). CAR KO cardiomyocytes, which we previously revealed to beat at faster rates, showed increased rate constants for both SERCA2 (grey bar) and NCX (red bar). PMCA and mitochondria only played minor roles in calcium extrusion for both genotypes during spontaneous beatings. Further, the relative amount of calcium (shown as %) removed by SERCA2, NCX, PMCA, or mitochondria was very similar in both genotypes (Figure 2D,E). In the cardiomyocytes of both genotypes, about 90% of the cytosolic calcium was removed by SERCA2. CAR KO cardiomyocytes showed slight increases in NCX-mediated calcium removal compared to WT cells (5% vs. 7%). Additional physiological studies for NCX using different extracellular sodium concentrations did not reveal any differences between CAR-deficient and WT cardiomyocytes (see Supplemental Figure S1).

Interaction with phospholamban, which itself is controlled by phosphorylation, with SERCA2 negatively regulates calcium removal from the cytosol and could, therefore, affect the cardiomyocyte beating frequency [50,51]. However, we observed no differences in the compositions of di-, tri-, and pentamers between WT and CAR KO embryonic hearts (Figure 2F), indicating no deregulation of SERCA2 by phospholamban. Further, the SERCA2 blockers thapsigargin and CPA only partially reduced beatings in CAR KO cardiomyocytes, which might be a reflection of the increased beating activities in these cells (Supplemental Figure S2).

#### 3.1.2. Electrophysiological Properties Were Not Changed in CAR-Deficient Cardiomyocytes

To analyze of electrophysiological properties of WT and CAR KO cardiomyocytes, we performed whole-cell patch clamp recordings on cultured cardiomyocytes. We observed no differences in I_Na_ current (Figure 2J–L) between WT and CAR KO cells (WT: −338.2 ± 47.6 pA/pF, *n* = 23 and CAR KO: −384.4.3 ± 50.7 pA/pF, *n* = 47, *p* = 0.5173, mean ± SEM, unpaired *t*-test). Consistently, the mRNA levels of Nav1.5 (Scn5a) and other sodium channels were unaltered between WT and CAR knockout embryonic hearts. 

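The mRNA levels were measured on Affymetrix Mouse Gene 1.0 ST arrays, which report 1 signal for each transcript cluster, a set of probes spread along the exons of a gene. RNA of 5 WT and 5 CAR KO samples was hybridised, each sample holding 3 pooled hearts of E10.5 embryos (15 hearts per genotype). The deposited values were used as they stood, on the log2 scale, with a median per array between 7.65 and 7.73. After control rows were set aside, 28944 transcript clusters were compared between CAR KO and WT with limma's moderated test, and p-values were adjusted by Benjamini-Hochberg over all of them. A gene was represented by its brightest transcript cluster that names no other gene. A gene was taken as above background when its mean exceeded 6.5, the 95th percentile of 1223 transcript clusters of odorant and vomeronasal receptors. The number of arrays limits the precision, and folds of dim genes are compressed on arrays. Cxadr, the gene of CAR, lies on chromosome 16 from 78301226 to 78359785 in the GRCm38.p6 annotation. Its log2 signal was 8.38 ± 0.18 (SD, n = 5) in WT hearts and 6.46 ± 0.17 (SD, n = 5) in CAR KO hearts. The log2 fold change was -1.91 (standard error 0.10, adjusted p = 1.40e-05 from limma). In single samples it ranged from 8.24 to 8.66 in WT and from 6.23 to 6.69 in CAR KO, so that the genotypes did not overlap (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 samples against 5 allow). Of the CAR KO samples, 3 lay below the background level, and against that level the transcript was at least 3.55-fold lower. Cxadr was the 1 transcript cluster called over the whole array, and 696 had an unadjusted p under 0.05 (411 without WT sample 4 and 1811 with array weights).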

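Sodium channel transcripts were close to each other in WT and CAR KO hearts. The list held 20 genes with a transcript cluster of their own, among them voltage-gated channels, epithelial sodium channels and acid-sensing channels, and 10 of them lay above background. Adjusted over all transcript clusters none passed an adjusted p under 0.05 from limma, and adjusted over the list alone 1 did, with 1 at an unadjusted p under 0.05. This was Asic1, an acid-sensing channel, with 8.25 ± 0.05 (SD, n = 5) in WT and 8.02 ± 0.09 (SD, n = 5) in CAR KO hearts. Its log2 fold change was -0.23 (standard error 0.06, adjusted p = 0.0361 from limma over the list alone), and the call was lost when WT sample 1, 2, 3 or 4 or CAR KO sample 1, 3 or 4 was left out. The call was also lost with an intensity trend and robust prior, and without the 3 samples richest in liver transcripts. The latter alternative was chosen after the data were seen, and it kept CAR KO sample 1, the next richest. Asic4 differed by 0.04 and Scnn1a, a subunit of the epithelial channel, by -0.06 on the log2 scale. Scn3b, an auxiliary subunit of voltage-gated channels, was not above background and differed by -0.19. For all 20 genes the 95% confidence interval of the difference lay within a 1.5-fold change in either direction. The median log2 fold change of the list was 0.04 (adjusted p = 0.806 from camera).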

The same held true for potassium channel mRNA transcripts (see database entry GEO GSE138831 and Supplemental Table S1). 

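Of 90 potassium channel genes and subunits with a transcript cluster of their own, 68 were above background in E10.5 hearts. None passed an adjusted p under 0.05 from limma, over all transcript clusters or adjusted over the list alone, and 3 had an unadjusted p under 0.05. The brightest was Kcnmb1, an auxiliary subunit of the calcium-activated channel, at 11.04 ± 0.18 (SD, n = 5) in WT and 10.88 ± 0.23 (SD, n = 5) in CAR KO hearts. Abcc9, the sulfonylurea receptor subunit of the ATP-sensitive channel, differed by -0.02 on the log2 scale, and Kcng2 by -0.10. The smallest p-values belonged to auxiliary subunits of voltage-gated channels. Kcne5 had a log2 fold change of -0.59 (95% confidence interval -1.01 to -0.18) and Kcne1 of -0.32 (95% confidence interval -0.54 to -0.09), each with an adjusted p of 0.433 from limma over the list alone. For 86 of the 90 genes the confidence interval lay within a 1.5-fold change in either direction, and for 42 within a 1.2-fold change. Of the 68 genes above background, 65 lay within the wider and 30 within the narrower limit. Kcne5, Kcna5, Kcnj8 and Kcnip4 were the exceptions to the wider limit. The last of these was not above background. The list as a whole had a median log2 fold change of 0.02 (adjusted p = 0.840 from camera).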

Further, the input resistance (WT: 435.1 ± 55.5 MOhm, *n* = 23 and CAR KO: 502.7 ± 67.2 MOhm, *n* = 34, *p* = 0.4492, mean ± SEM) and cell capacitance, which are usually taken as measures of cell sizes, were similar in both genotypes (WT: 51.9 ± 10.2 pF, *n* = 23 and CAR KO: 36.5 ± 3.5 pF, *n* = 34, *p* = 0.175, mean ± SEM). These data indicate that the increased beating frequencies of CAR KO cardiomyocytes are likely not caused by changes in their electrophysiological properties. 

Taken together, we conclude that calcium cycling, the associated extrusion machinery, and the electrophysiological properties are not disrupted in the absence of the CAR. The increased activity in calcium signaling that we measured in CAR KO cardiomyocytes may instead be a reflection of the increased beating frequencies in these cells.

### 3.2. Gap Junction-Mediated Coupling Is Increased in CAR-Deficient Cardiomyocytes

The propagation of electrical activity between cardiomyocytes and, consequently, the beating of these cells, depends on the expression and regulation of gap junctions [54]. Therefore, we asked whether gap junction-mediated communication might be impaired in CAR-deficient cardiomyocytes. Cx43 and Cx45 are major connexins expressed in embryonic myocytes [55]. In both WT and CAR-deficient cardiomyocytes, Cx43 was primarily found at contact sites between neighboring cells (Figure 3A). Surprisingly, these Cx43 clusters were significantly larger in CAR KO cells (on average, 0.292 μm^2^ and 0.3352 μm^2^ for WT and knockout, respectively; Mann–Whitney U test (*p* = 0.0007)) (Figure 3B). The relative number of small clusters per membrane area was consistently reduced in CAR KO cardiomyocytes compared to WT cells (Figure 3C). On average, we observed a 40% decrease in total Cx43 clusters at cell–cell contact sites in CAR-deficient cardiomyocytes (Figure 3D). The increase in large Cx43 clusters in CAR KO cells was not accompanied by altered activity of the kinase Akt, which is known to increase the gap junction size by phosphorylating specific serine residues on Cx43 (Figure 3E) [56].

Given the increase in size but the decrease in the total number of Cx43 clusters in CAR KO cardiomyocytes, we next assessed cell–cell coupling using a dye diffusion assay. We microinjected WT and CAR KO cardiomyocytes with Lucifer Yellow, a fluorescent tracer that passes through gap junctions. After 5 min, the glass electrode was withdrawn, images were taken, and the number of recipient cells (Figure 3G) and spread area (Figure 3F) were measured to quantitatively determine gap junction communication. In comparison to WT cardiomyocytes, CAR KO cells showed a significantly increased number of coupled cells receiving dye from donor cells (Figure 3G), and an increase in the dye spread area (Figure 3F). Importantly, coupling was inhibited in all genotypes by the gap junction blocker CBX (200 μM, applied 10 min before the Lucifer Yellow application) (Figure 3H).

Further, we observed reductions in Cx43 and Cx45, but not Cx40, Cx50, or β-catenin, at the protein levels in CAR-deficient hearts by Western blotting (Figure 4A,B). The mRNA levels of Cx43 and Cx45, as well as the number of other genes, including cell–cell adhesion components and cytoskeletal elements, remained unchanged (Figure 4C,D and Table S1, see also database entry GEO GSE138831). qRT-PCR experiments performed for a number of selected genes confirmed the microarray data (Supplemental Table S2), indicating that changes occurred at the protein and not at the level of mRNA.

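Gja1, which encodes Cx43, had a log2 signal of 11.55 ± 0.23 (SD, n = 5) in WT and 11.42 ± 0.18 (SD, n = 5) in CAR KO hearts. The log2 fold change was -0.14 with a 95% confidence interval of -0.39 to 0.12 (adjusted p = 0.766 from limma over the connexin list alone). On the linear scale the interval ran from -23.7% to 8.46%. Gjc1, which encodes Cx45, was at 9.94 ± 0.08 (SD, n = 5) in WT and 9.84 ± 0.11 (SD, n = 5) in CAR KO hearts, with a log2 fold change of -0.10 and an interval of -0.25 to 0.05. This corresponds to -15.7% to 3.29%. Gja1 lies on chromosome 10 from 56377300 to 56390419, and Gjc1 on chromosome 11 from 102799477 to 102819686 (GRCm38.p6).

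**Figure D1:**
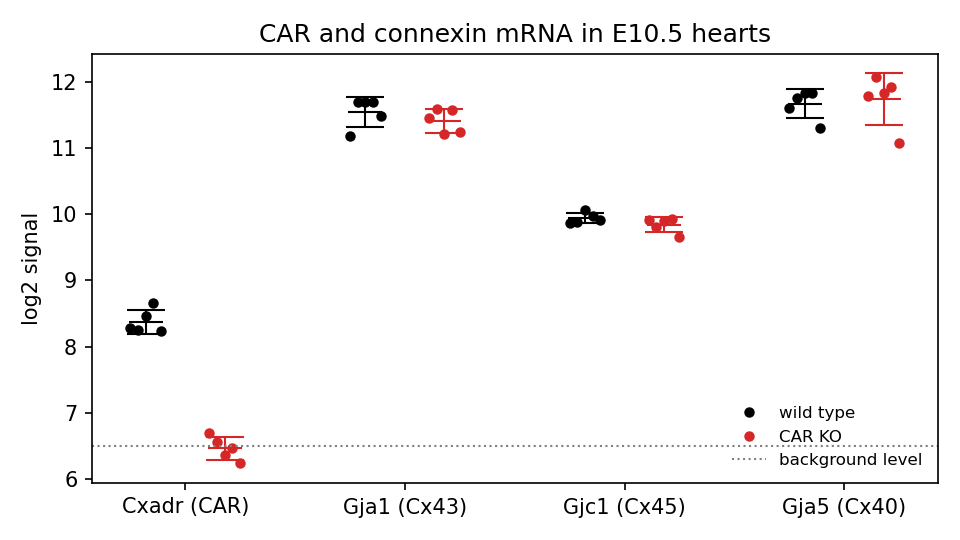
Log2 signal of CAR and 3 connexin transcripts in single samples of WT (black) and CAR KO (red) E10.5 hearts, 5 samples each; bars show the mean and SD, and the dotted line marks the background level. The CAR KO samples lie below all WT samples for Cxadr, and the genotypes overlap for the connexins.

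Of 77 cell-cell contact components, none passed an adjusted p under 0.05 from limma, over all transcript clusters or adjusted over the list alone, and 6 had an unadjusted p under 0.05. Ctnnb1, the gene of β-catenin, differed by -0.03 on the log2 scale (95% confidence interval -0.14 to 0.08). Cdh2, the gene of N-cadherin, differed by less than 0.01. Cdh11, a mesenchymal cadherin, had the smallest p of the list with a log2 fold change of -0.23 (adjusted p = 0.564 over the list alone). It was followed by Jam2, a junctional adhesion molecule related to CAR, with -0.35. Jam2 lies within 10 Mb of Cxadr on chromosome 16. For 72 of the 77 genes the interval lay within a 1.5-fold change in either direction, and for 40 within a 1.2-fold change. Of the 65 genes above background, 60 lay within the wider and 35 within the narrower limit.
Among 89 cytoskeletal genes none passed either adjustment, and 2 had an unadjusted p under 0.05. The actin genes Actc1, Actb and Acta2 were the brightest and differed by -0.03, -0.01 and -0.01 on the log2 scale. Mapre2, which binds microtubule ends, and Tmsb4x, the gene of the actin-binding peptide thymosin β4, had log2 fold changes of -0.12 and -0.13. For 87 genes the interval lay within a 1.5-fold change, the keratin genes Krt8 and Krt18 being the exceptions. With 66 members lower and 23 higher, the list had a median log2 fold change of -0.03 (adjusted p = 0.00583 from camera with its preset correlation, adjusted p = 0.755 with an estimated correlation). The call was also lost after quantile normalization (adjusted p = 0.137). From the mRNA levels on the arrays and qRT-PCR of selected genes, which was not analysed here, the paper reasons that the changes lay in protein and not in mRNA.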

Taken together, these observations indicated a higher degree of cell–cell coupling between CAR-deficient cardiomyocytes compared to WT cells. This suggests that improved electrical propagation via gap junctions could accelerate the beatings of CAR-deficient cardiomyocytes. These data are in line with observations that CAR-deficient adult hearts exhibit increased dye coupling between cardiomyocytes and a reduced level of Cx43 protein [13,16].

Since the CAR appears to affect the oligomerization status of Cx43 at the plasma membrane, we investigated a possible direct interaction between the CAR and Cx43. In cultured cardiomyocytes, the CAR was found in regions of the plasma membrane where Cx43 was not present. Quantification of the co-localization data using the Pearson correlation analysis suggested that the CAR might not interact directly with Cx43 (Figure 4E,F). Consistently, we found no co-immunoprecipitation of the CAR and Cx43 using a HeLa cell line that stably expresses Cx43, suggesting that the CAR exerts its effect on Cx43 indirectly (Figure 4G). For comparison, the localization of the scaffolding proteins ZO-1 and CAR, which are known to bind to each other [4], are shown (Figure 4E,F).

### 3.3. Increased Beating of CAR-Deficient Embryonic Hearts in Organ Cultures

In the embryonic heart, the CAR is expressed on the surfaces of all cells (Figure 5A,B), but at postnatal stages, becomes predominantly restricted to the intercalated discs (Figure 5B, depicted by arrowheads) (for further postnatal stages, see [25]). To extend our observations of the increased beating activity of CAR-deficient cardiomyocytes in monolayers, we cultured intact E10.5 hearts from the littermates of WT or CAR-deficient mice in Matrigel on chamber slides for up to 72 h, and the frequency of beating was determined at different time points (Figure 5C). In addition, we applied polyclonal antibodies to the extracellular domain of the CAR or “fiber knob” to explant cultures. Both reagents are known to disrupt cell–cell contacts in neurons [3]. “Fiber knob”, here referred to as Ad2, is the tip of the homotrimeric protein of the fiber from the adenovirus capsid, which binds the CAR on the host cell surface for the infection (Figure 5D,E,G). Ad2 binds up to three D1 polypeptides of the CAR [57,58] with an affinity higher than CAR to itself and interferes with the cell–cell contact formations of epithelial cells and neurons [3,59]. It interacts specifically with the CAR but not with the highly-related proteins CLMP and BT-IgSF (Supplemental Figure S3) [60].

The regular beating of explanted hearts started after four to five hours in vitro. We detected a significant increase in the average spontaneous beating frequency of explanted hearts lacking the CAR over several days in culture (Figure 5F). Similarly, the application of Ad2 or polyclonal antibodies to the CAR also resulted in an increase in the average spontaneous beating frequency in WT hearts (Figure 5G,H). This suggests that the disruption of CAR’s homophilic binding activity, induced by the addition of Ad2 or CAR antibodies, could induce the same effects seen in the CAR KO. Specificity in this culture system was demonstrated by applying antibodies to the chick CAR (Rb54), which does not bind to the mouse CAR [3] (Supplemental Figure S4). Taken together, we conclude that the CAR may act as a regulator in gap junctions and heart beating.

## 4. Discussion

The goal of the present study was to examine the function of the Ig cell adhesion molecule CAR in embryonic cardiomyocytes. Unexpectedly, we observed that CAR KO embryonic heart organs and cardiomyocyte cultures exhibited increased spontaneous beating frequencies compared to their WT counterparts. This was demonstrated by manual counting and an analysis of calcium cycling, including the mechanisms of calcium extrusion via SERCA2 and NCX. In CAR KO cardiomyocytes, the SERCA2 and NCX rate constants, as well as the proportion of cytosolic calcium removed by SERCA2 and NCX, were significantly increased. However, we observed no changes in the calcium cycling machinery or the electrical properties of these cells. In contrast, the increased beating correlated with increased gap junction dye coupling and increased sizes of Cx43 clusters on CAR-deficient cardiomyocytes.

The propagation of electrical activity between cardiomyocytes, which in turn influences the beating of these cells, depends on the regulation of gap junctions [54]. The gating of gap junctions containing Cx43 or Cx45 is primarily regulated by factors such as voltage, pH, and phosphorylation [61]. Cell–cell coupling, which is itself modulated by the size and localization of gap junctions, is also crucial for coordinating the spread of action potentials and calcium waves in the heart [62]. Increased cardiomyocyte–cardiomyocyte coupling is driven by an increase in the junction size could, therefore, impact the beating frequency [63]. Although the amounts of connexins 43 and 45 proteins were decreased in the absence of the CAR, the remaining Cx43 formed larger clusters. Based on the increased sizes of Cx43 clusters in CAR KO cardiomyocytes, we hypothesize that electrical excitation pulses in CAR-deficient cardiomyocytes might more rapidly transfer to neighboring cells, which in turn might result in their faster depolarization. Importantly, our data corroborate the results of a previous study in which CAR-deficient adult hearts showed increased cardiomyocyte coupling and a decrease in Cx43 and Cx45 levels [13,16]. Here, the maximal heart rate raised from 730 beats per minute in the wild type to 870 beats per minute (120%) in the mutant mouse [16]. A role for connexins in regulating cardiomyocyte beating frequency was also shown for Cx45 KO embryonic stem cell-derived cardiomyocytes [64] and in a model with conditional deletion of Cx43 in the mature heart. This resulted in a reduction of the conduction velocity [65,66]. Dysfunction and malformation of the developing heart have also been observed in the absence of Cx43, Cx45, and Cx40, which disrupted the gap junction communication [67,68,69,70,71].

The effects of the CAR KO shown here are reminiscent of those observed in knockouts of the CAR-related cell adhesion proteins CLMP and BT-IgSF. In mature CLMP-deficient mice, Cx43 and Cx45 levels are reduced in smooth muscle cells of the intestine and ureter, resulting in uncoordinated contractions [47]. In BT-IgSF knockouts, Cx43 is mislocalized in the Sertoli cells of the testes and reduced in astrocytes, which impairs cell–cell coupling between astrocytes in the hippocampus or cortex slices [72,73]. Together with our observations that the CAR plays also a cell–cell coupling role in the adult heart, our present data suggest that the CAR and the highly-related cell adhesion proteins CLMP and BT-IgSF might regulate the localization and oligomerization status of Cx43 [1].

An interesting topic for future research involves the mechanism by which CAR exerts its influence on Cx43. Since connexin mRNA levels were not reduced in the CAR KO, the CAR might provide a signal that facilitates Cx43 biosynthesis or might stabilize the expression or oligomerization status of Cx43 within the plasma membrane. However, a direct interaction is unlikely as we observed no co-localization or co-immunoprecipitation of the CAR with Cx43. The scaffolding protein ZO-1 is also known to regulate the gap junction size [74]. ZO-1 directly interacts with the C-terminal segment of Cx43, which might include its second PDZ domain [75,76,77]. Inhibition of this binding leads to the uncontrolled formation of large gap junction clusters in the culture [74,78,79]. We observed co-localization between CAR and ZO-1 in cultured embryonic cardiomyocytes, which has previously been demonstrated in epithelial cells [4,6]. Although we could not co-precipitate CAR and ZO-1, which might by due to the harsh extraction conditions, it is still conceivable that CAR could influence the Cx43 gap junction size, in part, via ZO-1. For example, the absence of the CAR might cause inhibition of the binding between Cx43 and ZO-1, which in turn might promote the uncontrolled growth of gap junction clusters.

Interestingly, we observed that reagents that bound to the extracellular region of the CAR, such as Ad2, interfered with the beating of embryonic hearts in the culture. Crystal structures have been solved for the complete CAR extracellular domain, as well as a complex consisting of the CAR N-terminal-located V-type domain of the CAR bound to Ad2 [2,28,29,57]. Conserved amino acid residues within the GFCC′C″ surface (650 Å^2^) of the CAR V-type domain are implicated in the homophilic binding of the CAR. This area of the CAR overlaps with the region that interacts with Ad2 [57]. The stimulatory effect of Ad2 on the beating of heart organ cultures might, therefore, result from the disruption of CAR–CAR interactions between neighboring cells. Further studies will be required to determine if trans-homophilic binding of the CAR can modulate the organization of connexins in cardiomyocytes. In summary, we conclude that CAR may regulate gap junctions in murine cardiomyocytes. Candidates that might target CAR in this context include full-length (or fragments of) AD2, and nanobodies specific to the CAR extracellular domain.

## Figures and Tables

**Figure 1:**
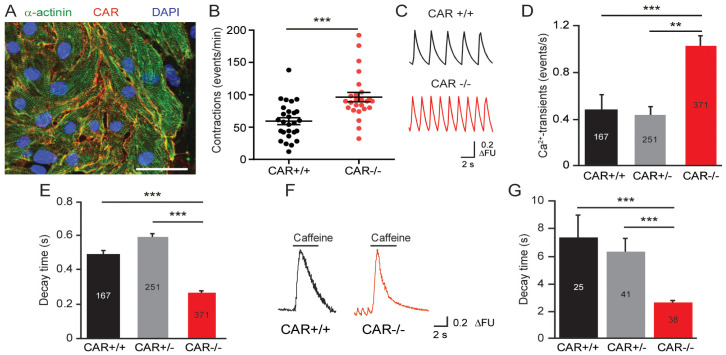
Increased frequency of beating and calcium transients in monolayer cultures of embryonic cardiomyocytes in the absence of the CAR. (**A**) Localization of the CAR in cultures from embryonic E10.5 hearts cultured 4 DIV in DMEM/FCS. Cardiomyocytes were identified by labeling with an anti-sarcomeric actinin antibody (green). Scale bar, 80 μm. (**B**) The beating frequencies of cardiomyocytes were counted manually at DIV 4 at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_ in DMEM/FCS by using an inverted microscope. Cells were from 13 independent cultures and 27 wild type and 25 knockout cell clusters were counted. (**C**) Individual traces of calcium transients of cultured cardiomyocytes are shown. FU, relative fluorescence units. (**D**) Summary of the frequency of calcium transients from wild type, heterozygote, and CAR-deficient cardiomyocytes. Measurements were done from Fura-2-loaded cardiomyocytes in ACSF at room temperature. The numbers in the columns represent the number of cell clusters from independent cultures. (**E**) Decay time constants of calcium transients of wild type, heterozygote, and CAR-deficient cardiomyocytes. (**F**,**G**) Individual traces of caffeine-induced calcium transients and their decay time constants are shown. (** *p* < 0.01, *** *p* < 0.001).

**Figure 2:**
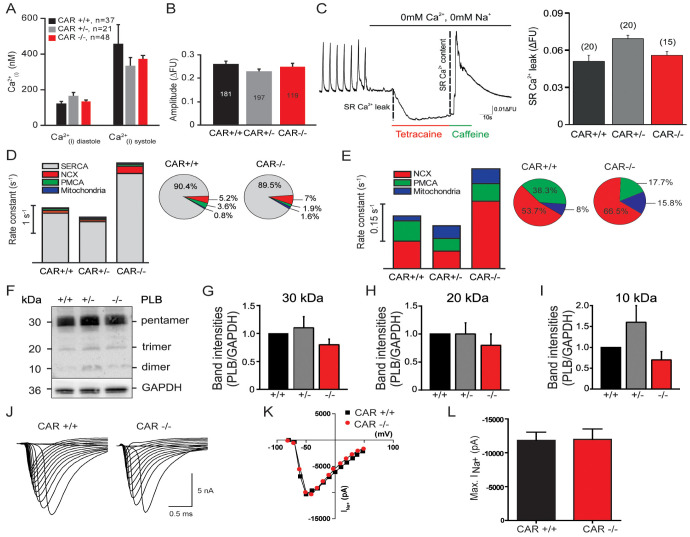
Calcium extrusion is enhanced in CAR knockout cardiomyocytes, which correlates with the increased beating frequency. Calcium extrusion is enhanced in CAR knockout cardiomyocytes, which correlates with the increased beating frequency. (**A**) Intracellular calcium concentrations at diastolic and systolic phases of wild type, heterozygote, and CAR-deficient cultured cardiomyocytes are depicted. (**B**) Amplitudes of calcium transients after the application of 10 mM of caffeine, which might be considered a measure of calcium levels stored in the sarcoplasmic reticulum. No differences were observed between the different genotypes, suggesting that similar amounts of calcium are stored in the sarcoplasmic reticulum. (**C**) Spontaneous calcium events via the RyR, so-called calcium leaks, can induce spontaneous beating and fibrillation of the heart [42,52,53]. The Ca^2+^ leak can be quantified by measuring the changes of cytosolic Ca^2+^ in the presence of 1 mM of tetracaine (RyR inhibitor) in Na^+^- and Ca^2+^- free ACSF. Tetracaine completely blocked the RyR and, therefore, the SR Ca^2+^ leak, consequently, the cytosolic Ca^2+^ concentration decreased. Wild type and CAR knockout cardiomyocytes did not show any significant difference in the intracellular Ca^2+^ drop. Further control at the end of the experimental caffeine was applied to the cells, which induced a complete SR release of Ca^2+^. There was no difference in the Ca^2+^ transient amplitude between wild type and CAR knockout cardiomyocytes. (**D**) Rate constants for all four calcium extrusion components were calculated for spontaneous calcium transients (for calculations, see Supplementary Material). SERCA2 and NCX showed significantly increased rate constants in CAR knockout cardiomyocytes. The relative amounts of calcium removed by the different mechanisms are shown for both genotypes in percentages at the right. (**E**) In caffeine-induced calcium transients, the NCX rate constants were significantly increased in CAR knockout cardiomyocytes compared to CAR wild types. The relative amounts of calcium removed by the different mechanisms are shown for both genotypes in the percentages. (**F**–**I**) Western blot analysis of the band intensities of phospholamban (PLB) did not show any differences between CAR wild type and knockout E10.5 hearts. Quantification of band intensities of the pentamer (**G**), trimer (**H**), and dimer (**I**) were calculated. Since the regulation of SERCA2 by phospholamban might affect the beating frequency, we analyzed the polypeptide composition of phospholamban in the absence of the CAR. The interaction of phospholamban with SERCA2 negatively regulates calcium removal from the cytosol. Phosphorylation of phospholamban by PKA results in a release of the monomers from SERCA2, which then reassemble into di-, tri-, or pentamers [50,51]. (**J**–**L**) Sodium currents are not altered in CAR-deficient cardiomyocytes. Single traces (**J**), the current/voltage relationships (**K**), and the summary (**L**) of whole-cell patch clamp recordings of cultured cardiomyocytes are depicted.

**Figure 3:**
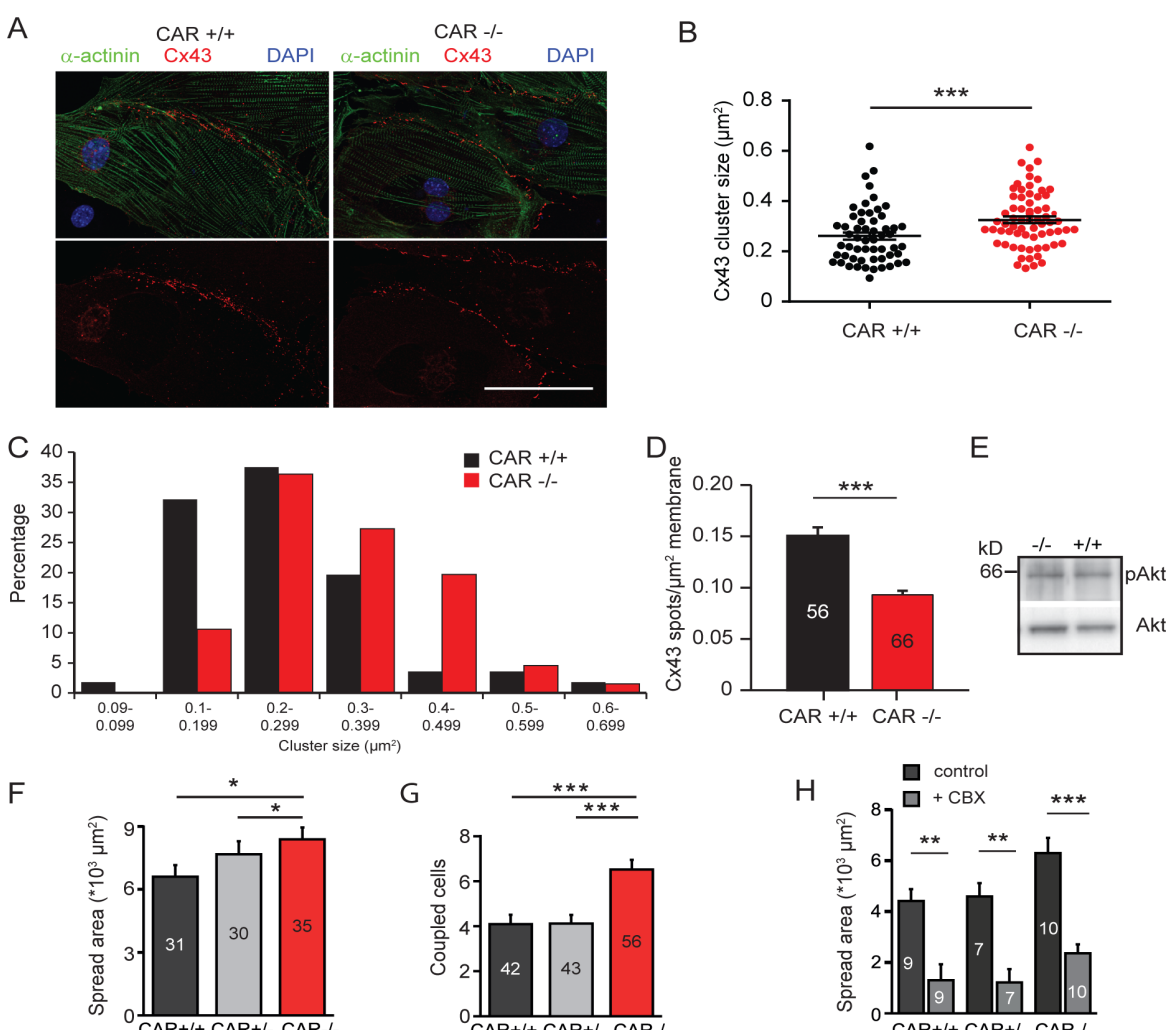
The sizes of connexin43 spots and dye coupling are increased in the absence of the CAR. (**A**–**D**) Quantification of connexin43 spots at cell–cell contact sites of cultured E10.5 wild type and CAR-deficient cardiomyocytes. Cells were stained by rabbit anti-connexin43, mAb anti-sarcomeric actinin, and DAPI. The average sizes of connexin43 clusters increased; (**B**) data are from three independent cultures, Mann–Whitney test *p* = 0.0007. In total, 56 wild type and 66 knockout cardiomyocytes were analyzed. Roughly 20 spots per cell were counted and the average size per cell was calculated. (**C**) The size distribution of connexin43 plaques shows a shift toward a larger cluster while smaller ones are reduced (chi-square test *p* = 0.0182). (**D**) The total number of connexin43 plaques per cell–cell contact area was reduced. (Mann–Whitney U test *p* < 0.001). Scale bar in A, 50 μm. (**E**) Western blot of wild type and CAR-deficient embryonic hearts using antibodies to the phosphorylated Akt (pAkt) or total Akt (lower panel) are shown. (**F**,**G**) Individual cardiomyocytes from the E10.5 CAR wild type and CAR knockout cultures were injected with Lucifer Yellow and the spreading was examined after 5 min. The spread area (**F**) and the number of coupled (Lucifer Yellow stained) cardiomyocytes (**G**) were significantly increased in CAR knockout cultures. (**H**) Lucifer Yellow spread was blocked by the gap junction blocker carbenoxolone (CBX) at 200 μM. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 4:**
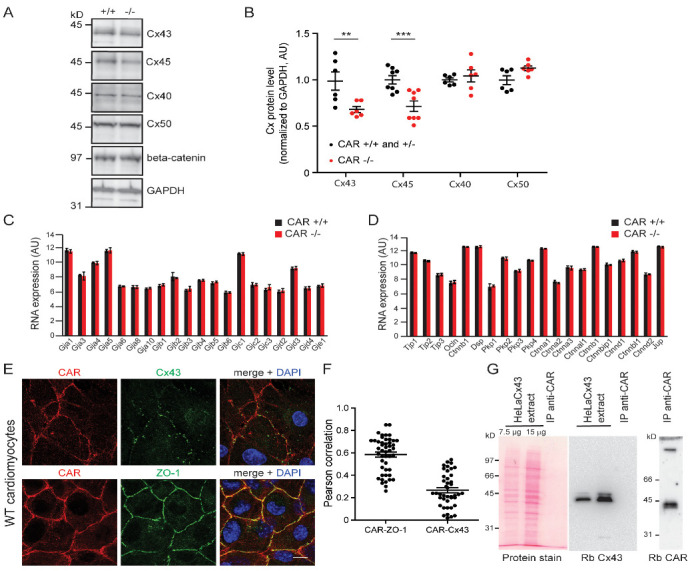
Decreased expressions of connexin43 and 45 in CAR-deficient embryonic hearts. (**A**,**B**) Expressions of connexin43, 45, 40, and 50 in wild type and CAR-deficient E10.5/E11.5 hearts shown by Western blots. For comparison, β-catenin and GAPDH are shown (from top to bottom). Band intensities from blots were quantified. Reductions were observed for connexin43 and 45 (*t*-test *p* = 0.0095 and *p* < 0.0001, respectively) but not for connexins 40 or 50 (*t*-test 0.5773 and 0.1179, respectively) in knockouts. Individual hearts were directly solubilized in the SDS-PAGE sample buffer. Molecular mass markers are indicated on the left of the panel. AU, arbitrary units. (**C**,**D**) Selected Affymetrix microarray data of mRNA expression levels of connexins and cell–cell contact proteins of E10.5 hearts of wild type and CAR-deficient mice did not reveal differences. For further details, see Table S1 and the database entry (GEO GSE138831). (**E**,**F**) On E10.5 cardiomyocytes, the CAR was not found to co-localize with connexin43. ZO-1 is shown for comparison. Scale bar, 10 μm. The Pearson correlation of co-localization was calculated using Fiji/Image J software (**F**); 48 and 43 images were analyzed for CAR-ZO-1 and CAR-Cx43 co-localization, respectively. (**G**) No co-immunoprecipitations of connexin43 and CAR were detected. (** *p* < 0.01, *** *p* < 0.001). The CAR was precipitated from extracts of HeLaCx43 by the IgG fraction of rabbit 80 (anti-CAR) directly coupled to CNBr-activated beads. The left panel shows the detergent extracts of HeLaCx43 cells stained by Ponceau. (Please note that this protein stain is not sensitive enough to detect proteins obtained by immunoprecipitation). The middle pellet shows the blot with anti-Cx43 of the HeLaCx43 extract and the IP with anti-CAR. No connexin43 could be detected; however, the CAR was easily visualized in the IP (right panel). A total of 7 mg of total protein of the HeLaCx43 extract and 20 μg IgG were used in the IP.

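The connexin list held 16 genes with a transcript cluster of their own, and 10 of them were above background. None passed an adjusted p under 0.05 from limma, over all transcript clusters or adjusted over the list alone, and none had an unadjusted p under 0.05; the methods' t-test called none after Benjamini-Hochberg. Gja5, which encodes Cx40, was the brightest with 11.67 ± 0.22 (SD, n = 5) in WT and 11.74 ± 0.39 (SD, n = 5) in CAR KO hearts. The smallest p belonged to Gjb5, with a log2 fold change of 0.16 (95% confidence interval -0.0030 to 0.32), and to Gja10, which was not above background, with 0.12. For 15 of the 16 genes the confidence interval lay within a 1.5-fold change in either direction, and for 4 within a 1.2-fold change. Of the 10 genes above background, 9 lay within the wider and 1 within the narrower limit. The exception was Gjb2, which had a SD of 1.02 among the WT samples and an interval of -1.20 to 0.50. The median log2 fold change of the list was 0.025, its mean was -0.0046, and after quantile normalization the median was -0.0065 (adjusted p = 0.806 from camera for the values as deposited). Without the 3 samples richest in liver transcripts the median was 0.084 (adjusted p = 0.0397 from camera with its preset correlation, adjusted p = 0.722 with an estimated correlation). This alternative was chosen after the data were seen, and it kept CAR KO sample 1, the next richest.

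**Figure D2:**
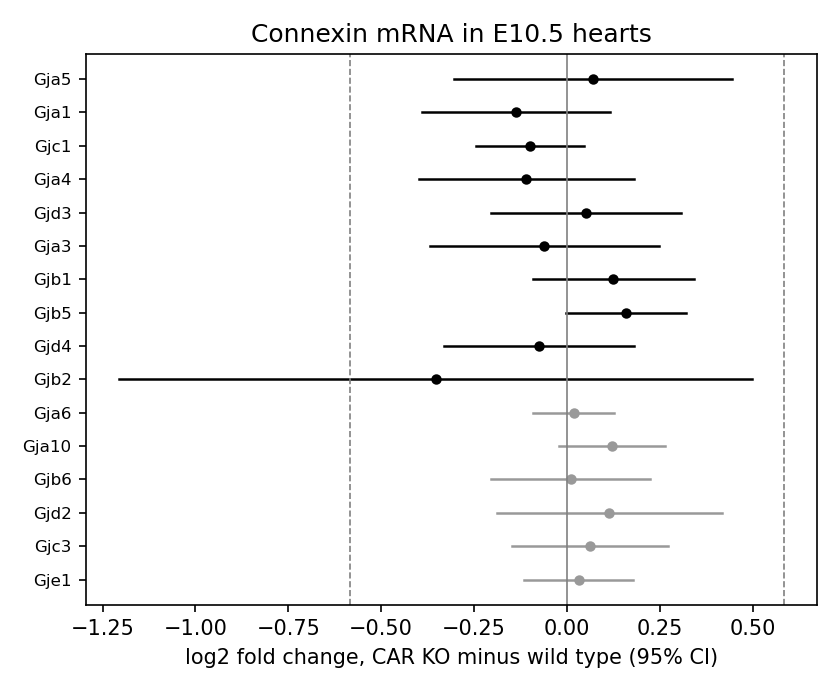
Log2 fold change (CAR KO minus WT) of 16 connexin transcripts with 95% confidence intervals, from the brightest gene at the top to the dimmest; grey marks genes that were not above background, and dashed lines mark a 1.5-fold change. The interval of Gjb2 passes the dashed line.

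Among the contact proteins, Tjp1, which encodes ZO-1 and binds CAR, was at 11.71 ± 0.08 (SD, n = 5) in WT and 11.65 ± 0.03 (SD, n = 5) in CAR KO hearts. Its log2 fold change was -0.06 (95% confidence interval -0.18 to 0.06). Jup, the gene of plakoglobin, differed by -0.07 on the log2 scale (95% confidence interval -0.21 to 0.06).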

**Figure 5:**
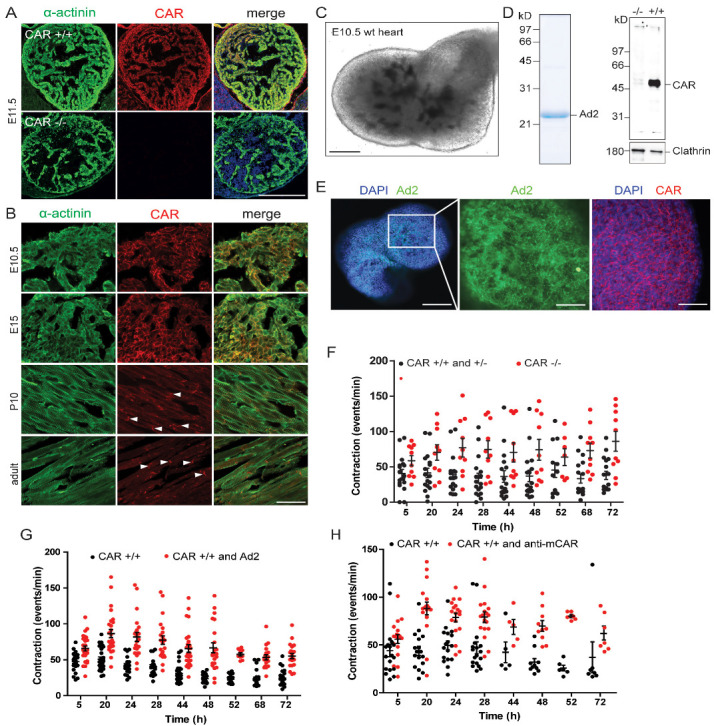
Localization of the CAR in the developing and mature heart and the increased spontaneous beating frequency of heart organ cultures in the absence of the CAR or the presence of the fiber knob or antibodies to CAR. (**A**) Overview of the localization of the CAR in the heart at E11.5. Cryostat sections were stained by rabbit anti-mCAR generated against the extracellular domain of the CAR (Rb80) and by a monoclonal antibody against sarcomeric α-actinin. Sections from knockout hearts indicated the specificity of Rb80. Scale bar, 100 μm. (**B**) Localization of the CAR at different developmental stages and in the mature heart. Arrowheads in sections of P10 or the adult heart indicate intercalated discs. Scale bar, 50 μm. (**C**) In vitro culture of E10.5 heart in Matrigel to determine the beating rate. Scale bar, 200 μm. (**D**) Purified recombinantly expressed fiber knob Ad2 is shown in 12% SDS-PAGE stained by Coomassie blue. Specificity of the rabbit antibody to the extracellular region of mCAR is demonstrated by Western blotting using wild type and knockout embryonic hearts. Loading was monitored by a monoclonal antibody to clathrin. The specificity of Rb80 is also shown in the cryostat section of embryonic hearts in (**A**). Molecular mass standards are indicated on the left of each panel. (**E**) Whole mounts of E10.5 hearts stained by the fiber knob Ad2-Cy2 and Rb80 to illustrate the localization of the CAR. Scale bars (from left to right) 190, 60, and 70 μm. (**F**) Spontaneous beating frequency of E10.5 wild type and CAR-deficient heart organ cultures over a period of 72 h; 10 knockouts and 17 wild type/heterozygote hearts were analyzed (*p* < 0.0001; two-way ANOVA). (**G**) Spontaneous beating frequency of embryonic wild type heart organ cultures over a period of 72 h in the absence or presence of 0.5 mg/mL of fiber knob Ad2. 27 wild type hearts treated with Ad2 and 27 controls were evaluated (*p* < 0.0001; two-way ANOVA). (**H**) Spontaneous beating frequency of embryonic wild type heart organ cultures over a period of 72 h in the absence or presence of 0.5 mg/mL of the IgG fraction of Rb80 to mCAR; 18 wild type hearts treated with Rb80 and 18 hearts as controls were evaluated (*p* < 0.0001; two-way ANOVA).

## Data Availability

Datasets may be found at the Gene Expression Omnibus (GEO) with accession number GSE138831.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/life13010014/s1, Figure S1: Contribution of NCX to calcium extrusion in CAR wild type and knockout; Figure S2: Thapsigargin or CPA only partially reduced the activity of SERCA2 in the absence of CAR; Figure S3: The fiber knob Ad2 binds to the extracellular segment of the CAR but not to CLMP or BT-IgSF; Supplemental Figure S4: Analysis of spontaneous heart beating in the presence of rabbit antibodies to chick CAR; Supplemental information: Quantification of calcium extrusion rate constants; Supplemental Table S1: Affymetrix gene microarray analysis (provided as Excel sheet, see also database entry GEO GSE138831); Supplemental Table S2: Primer sequences for real-time PCR; Supplemental Table S3: Antibodies for immunohistochemistry or immunocytochemistry and Western blotting.

How the deposited data were processed for this re-analysis (not part of the article)

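Gene expression was measured in hearts of E10.5 embryos on Affymetrix Mouse Gene 1.0 ST arrays, in 5 WT and 5 CAR KO samples of 3 pooled hearts each. The samples were mapped to genotypes by their labels, which give each a genotype and a number from 1 to 5. The authors deposited 1 table of log2 signals with a value for each of 35556 rows and 10 samples. The submitters' processing notes name MAS5, the paper's text names no normalization, and the step between scanner output and table is not given in the sources used here. The authors' Table S1, of which the first 1585 of 28943 rows were used, gives bi-weight averages on the same scale; the median absolute difference from the group means used here was 0.0108 for WT and 0.0121 for CAR KO.

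Before testing, 6612 control rows were left out by their identifiers, which left 28944 transcript clusters. Of these, 21789 are assigned to 1 gene, 1621 to several genes and 5534 are unnamed here. Gene symbols come from the platform annotation; 21698 of the clusters with 1 gene matched a gene of the GRCm38.p6 annotation by Entrez identifier. A gene was represented by the brightest of its clusters that name no other gene, which gave 19938 genes; 999 genes had several clusters, and for none did clusters with an unadjusted p under 0.05 disagree in sign. Genes whose clusters name several genes were not analysed here. The background level was set at the 95th percentile of 1223 receptor clusters, and 14688 genes lay above it.

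The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, no filter), with Benjamini-Hochberg adjustment over all clusters and a threshold of 0.05. Because a p above the threshold does not show that levels were equal, the 95% confidence interval of each difference was set against a 1.5-fold change in either direction, with 1.2-fold as an alternative. These intervals were not adjusted for the number of genes. Before the data were examined, 27 gene lists with 867 symbols were fixed: the 5 classes named by the paper, and others for calcium handling, calcium channels, pacemaker and conduction, sarcomere, atrial, ventricular and trabecular identity, relatives and partners of CAR, hypoxia and glycolysis, cell cycle, oxidative phosphorylation, stress, sex-linked genes and markers of other cell types. Shifts of lists were tested with camera (preset correlation 0.01, and an estimated correlation), over 1 cluster per gene, with adjustment over the 27 lists, and with fry. Single values were also compared with exact permutation tests.

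A rule fixed beforehand chose genes to name: those the paper names for its arrays, blots and calcium extrusion, in each list the 3 brightest and the 2 with the smallest p, and the 10 clusters of 1 gene with the smallest p. The first rows of Table S1 had been seen when the rule was written. The rule was applied in full to the paper's classes. For the other lists only some of the genes it chose are named, and which of these to name was decided after their values were seen. Outside the rule, and chosen after their values were seen, are the liver and sex-linked genes given as values per sample and the exceptions to the 1.5-fold limit (Gjb2, Krt8, Krt18, Kcna5, Kcnj8 and Kcnip4).

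The procedure was tested on simulated data for the comparison of CAR KO with WT, drawn for 19938 genes with the real means and spreads and with 200 genes changed. It recovered 22.0% of the genes changed 1.2-fold, 82.0% of those changed 1.5-fold, 94.0% of those changed 2-fold and 100.0% of those changed 3-fold, with 5 false calls, and the intervals held the true value for 95.1% of genes. The simulation draws genes independently, which the samples do not. With 200 genes changed, the Benjamini-Hochberg cutoff is also less strict than where 1 of 28944 clusters is called. The rates therefore overstate how often a lone changed gene would be called in the real comparison. Alternatives were quantile normalization, centring on array medians, a filter on dim clusters (above the 40th percentile), clusters naming 1 gene, a trend with robust prior, the methods' t-test with Benjamini-Hochberg adjustment, array weights, the sample number as a block, and leaving out each sample. Added after the data were seen were covariates, either the mean of the liver and yolk sac list or the first component of the deviations. Leaving out the 3 samples richest in liver transcripts was also added then, and it kept CAR KO sample 1, the next richest. Figures were drawn with matplotlib 3.10.9. No 2 samples held the same values: correlations between samples ranged from 0.987 to 0.998. The labels do not say whether samples come from separate litters. The experiments on cultured cells, the blots and the qRT-PCR were not analysed here.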

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

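The tests on the liver transcripts were all chosen after the result was seen. Among 128 groups of 5 samples examined, 13 had a sample far from the other 4, where chance gives about 1 in 20 groups, or 6.4. CAR KO sample 5 was the lowest of its genotype for Gja5 (gap of 0.714 of the range), Slc8a1 (0.782), Kcnmb1 (0.824), the mean of the sarcomere list (0.846) and the mean of the oxidative phosphorylation list (0.757). WT sample 5 was the lowest for Atp2a2 (0.735) and for the mean of the sarcomere list (0.800), and the highest for the mean of the macrophage list (0.715). WT sample 1 was the lowest for Hpgd (0.862), Olfr857 (0.744) and Cdh11 (0.728). CAR KO sample 2 was the highest for the mean of the cell-cell contact list (0.716) and the lowest for that of the blood list (0.725).

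Alb, the gene of serum albumin and a marker of liver that the paper does not discuss, ranged over 6.62 on the log2 scale between the samples, from 6.28 in CAR KO sample 4 to 12.90 in CAR KO sample 5, and Afp, another abundant transcript of fetal liver and yolk sac, over 5.81. The lower end for Alb lies below the background level of 6.5, so its range is not exact. Genotype accounted for 0.133% of the variance of the liver and yolk sac mean, and within WT alone Alb ran from 7.77 to 12.08, which argues against genotype. After quantile normalization the SD of that mean between samples was 1.00 times that before (0.886 against 0.882), and the mean of the receptor background varied 0.0947 times as much, which argues against the scale of the arrays. The 16 other members of the list above background had a median correlation of 0.910 with Alb, with 13 over 0.5 and the lowest at -0.536, and their mean had a Pearson's r of 0.947 (permutation p = 4.0e-05) and a Spearman's rho of 0.879 (permutation p = 0.00177), with r of 0.930 without the 2 samples farthest from the median. This is consistent with liver or yolk sac tissue carried along in some samples, as a hypothesis found and tested on the same data, but does not cover the members that did not follow Alb.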

How the results depend on the processing

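The covariates and the test by splits for the called clusters were chosen after the data were seen. So was the run without the liver-rich samples, here the 3 richest in liver transcripts (WT samples 2 and 5, CAR KO sample 5). CAR KO sample 1 had the next highest Alb signal (10.98) and was kept, so that run did not remove every sample rich in liver transcripts. Cxadr was called under every alternative run, at -1.97 to -1.84 with samples left out in turn. Array weights called 2 clusters, the second unnamed here. Clusters with an unadjusted p under 0.05 numbered 696, but 1811 with array weights, 1745 with the first component as a covariate, 1214 without the liver-rich samples and 411 to 1029 with samples left out. At least 1 call was made in 3 of 100 splits, the real one included. This count does not test Cxadr itself, the gene that was knocked out. The split of WT samples 1 and 2 and CAR KO samples 1, 2 and 4 from the rest called 5449, the highest of the others. That number points to a structure of the samples, and the next split called 2. Fewer genes tested left 6 connexins, 6 sodium and 45 potassium channels within 1.5-fold with the dim filter, and 9 connexins and 10 sodium channels above background; within 1.2-fold lay 4 connexins, 40 contact components and 42 potassium channels. Of the sodium channels 0 were called with the trend and robust prior, the replicate block or without the liver-rich samples, and 0 to 1 with samples left out. With the first component as a covariate 1 potassium channel was called. The connexin median was called without the liver-rich samples (0.084; adjusted p = 0.722 with an estimated correlation). The cytoskeletal median was not called with quantile normalization (-0.019), the dim filter (-0.026), an estimated correlation (-0.027) or without WT sample 3 or 4 or CAR KO sample 4, with a range of -0.044 to -0.012 over samples left out. Of the other lists 5 shifted, against 3 with quantile normalization, the dim filter or the methods' t-test, 0 with an estimated correlation, 8 without the liver-rich samples (adjusted p from 0.645 to 0.787 with an estimated correlation) and 4 to 10 with samples left out. With samples left out, medians ran from -0.15 to 0.0051 (ventricular, reversed without CAR KO sample 5), -0.095 to 0.0057 (cushion, without CAR KO sample 3), -0.39 to 0.20 (liver), -0.025 to 0.040 (cell cycle) and -0.044 to 0.049 (oxidative phosphorylation), the last 3 reversed without CAR KO sample 5; cell cycle was also reversed without the liver-rich samples (-0.037), where oxidative phosphorylation, called neither with nor without them, was at 0.037. Apart from fewer genes or samples tested, the cause was not tested. With the sample number as a replicate block 1 cluster was called, as without it, and 1304 had an unadjusted p under 0.05; deviations of equally numbered samples correlated at 0.07 to 0.56, and 4 of 5 CAR KO samples correlated best with their own number, a hint from the data and not the design.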

Differences from the paper's values

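For Cxadr the paper's Table S1 gives an FDR p of 0.004179, against an adjusted p of 1.40e-05 from limma. Of the 18 alternatives set before the data were examined, the methods' t-test with Benjamini-Hochberg adjustment gave 0.00418, and the others did not come within 1.5-fold of the paper's value.

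Of 34 genes read from Fig. 4C,D, 23 did not differ from the group means here by over 1.5-fold and more than the SD, allowing for rounding of the reading, and 11 differed in at least 1 genotype. This allowance was chosen after the values were seen, and without it 16 genes differed. The levels below are log2 signals. In Fig. 4C, read by eye, the paper shows Gjb2 at about 8.0 in WT and about 7.8 in CAR KO (6.72 and 6.37 here), Gjc3 at about 6.2 and about 6.6 (5.40 and 5.46 here), and Gje1 at about 6.8 in both (4.74 and 4.77 here). It shows Gjc1 at about 11 in CAR KO (9.84 here) and Gja10 at about 6.5 in WT (5.86 here). In Fig. 4D, read by eye, the paper shows Tjp3 at about 8.5 in WT and about 8.6 in CAR KO (7.58 and 7.61 here), Ocln at about 7.4 and about 7.6 (6.49 and 6.58 here), and Pkp3 at about 9.1 in both (7.41 and 7.50 here). It shows Ctnna2 at about 7.6 and about 7.4 (6.68 and 6.59 here), Ctnnal1 at about 9.3 in both (8.45 and 8.53 here) and Ctnnbl1 at about 12 in both (9.93 and 10.01 here). None of the 18 alternatives set before the data were examined brought these within the limit, except for Gja10, where quantile normalization, centring on array medians and leaving out WT sample 3 or 5 did. Alternatives that change only the test or the choice of clusters leave the group means as they are, so they could not decide this. Leaving out a sample moves only the mean of its own genotype.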

Other observations

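Of 47 calcium handling genes, a process that the paper studied by imaging of cultured cells, none was called in the hearts, over all clusters or adjusted over the list alone, and none had an unadjusted p under 0.05 from limma; for 46 the confidence interval lay within a 1.5-fold change. The exception was Casq2, the gene of cardiac calsequestrin, which had the smallest p of the list and a log2 fold change of -0.35 (95% confidence interval -0.79 to 0.08). Atp2a2, the gene of the SERCA2 pump, had a log2 fold change of 0.02 (95% confidence interval -0.16 to 0.19), Slc8a1, the sodium-calcium exchanger, of -0.06 (95% confidence interval -0.26 to 0.15) and Pln, the gene of phospholamban, of -0.19 (95% confidence interval -0.51 to 0.13).

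Of the 22 lists outside the paper's classes, 5 shifted with the preset correlation of camera, but none of them with an estimated correlation (adjusted p from 0.755 to 0.978) or with fry. Epicardial markers had 16 of 20 members lower and a median log2 fold change of -0.15 (adjusted p = 1.33e-06 from camera). Adjusted over the list alone, 5 were called lower by limma, among them Upk3b (-0.46), a marker of mesothelium, and Sema3d (-0.45), a secreted semaphorin. Macrophage markers had 17 of 21 members lower and a median of -0.11 (adjusted p = 1.51e-05 from camera), with Lyz2 (-0.41) and Lyz1 (-0.54) called over the list alone. Hypoxia and glycolysis genes had 30 of 33 members higher and a median of 0.084 (adjusted p = 1.33e-06 from camera), with the largest value at Ndrg1 (0.64, not called). Ventricular genes (-0.084, adjusted p = 0.0192 from camera) and cushion and mesenchyme markers (-0.034, adjusted p = 0.0385 from camera) were the others, with Meox1 (-0.67) called in the latter over the list alone. These medians turned to 0.0051 without CAR KO sample 5 (ventricular) and to 0.0057 without CAR KO sample 3 (cushion and mesenchyme). The remaining 17 lists had adjusted p-values of 0.0694 to 0.962 from camera, and in the trabecular list Penk was called over the list alone (-1.37, adjusted p = 0.0124). The methods' t-test called 0 members of these lists over the list alone, Penk and Meox1 included, and none of them was called over all clusters.

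After Cxadr, the clusters of 1 gene with the smallest p were Meioc (-0.47), Il18 (-0.55), Gm648 (-0.28), Myo1d (-0.42, a cluster other than its brightest), Hpgd (-0.42), Penk (-1.37), 5430401F13Rik (0.27), Lfng (-0.30) and Olfr857 (-0.22 on the log2 scale), none of them called (adjusted p = 1.00 from limma). Meioc, Il18, Gm648, 5430401F13Rik and Olfr857 were not above background. Of 37 genes within 10 Mb of Cxadr, 2.70% had an unadjusted p under 0.05, against 2.71% of all other genes (Fisher's exact test, p = 1.00), and their median was -0.01 (p = 0.292 from camera). The 1 gene of the 37 with such a p was Jam2 (-0.35). The sex-linked list had a median of -1.07 (adjusted p = 0.0694 from camera, adjusted p = 0.755 with an estimated correlation), and with the preset correlation it was called without CAR KO sample 1 (-1.14), 3 (-1.44) or 5 (-0.49). The Y-linked gene Eif2s3y ranged from 8.68 to 9.49 in WT and from 4.84 to 9.25 in CAR KO samples, and CAR KO samples 1, 2, 4 and 5 lay below all WT samples. Log2 fold changes were -1.27 for Eif2s3y, -1.32 for Uty and -0.87 for Kdm5d, also Y-linked, and 0.59 for Xist, which is expressed from the inactive X chromosome, none of them called (adjusted p = 0.0854 over the list alone). Exact permutation tests, unadjusted, gave p = 0.0476 for Eif2s3y, 0.0635 for Uty, 0.111 for Kdm5d and 0.175 for Xist. CAR KO sample 5 had the lowest Eif2s3y (4.84), Uty (4.54) and Kdm5d (5.04), all below background. It also had the highest Xist (10.55). The sex of the pooled embryos was not included in the comparison of the genotypes.

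The covariate was chosen after the data were seen, and the patterns tested here after the list results were seen. By splits that ignore the sample number, chance cannot be excluded for any of the 6 list shifts. Deviations of equally numbered samples correlated at 0.07 to 0.56, but the labels do not give the numbers as pairs, and splits within numbers were not drawn. Among these lists only the macrophage mean differed in the same direction, lower in CAR KO, for every sample number. With the real split included, as far from 0 were the medians of 9 of 100 splits for epicardial markers (-0.15, highest of the others 0.249), 44 for macrophage markers (-0.11, 0.311) and 13 for hypoxia and glycolysis genes (0.084, 0.168). For cytoskeletal genes there were 21 (-0.027, 0.0469), for ventricular genes 42 (-0.084, 0.205) and for cushion and mesenchyme markers 71 (-0.034, 0.213). The epicardial median was -0.139 and the hypoxia and glycolysis median 0.0843 after quantile normalization, which argues against the scale of the arrays as their whole cause. With the first component of the deviations as a covariate the medians were -0.150 (epicardial), -0.113 (macrophage) and 0.0841 (hypoxia and glycolysis), but that covariate is balanced between the genotypes by construction, so this test could not move them. No biological explanation was tested.

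The first principal component of the samples held 44.9% of the variance and did not separate the genotypes (exact permutation test, two-sided, p = 0.937). The number of clusters with an unadjusted p under 0.05 was 696, where 5% of the clusters would be 1447, and it was 411 without WT sample 4 and 1811 with array weights; the other splits had a median of 856 and a range of 245 to 10724.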
